A study of Danio rerio with 6 samples. Its data were reported in "Global identification of Smad2 and Eomesodermin targets in zebrafish identifies a conserved transcriptional network in mesendoderm and a novel role for Eomesodermin in repression of ectodermal gene expression" (2014).

How the data were processed

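Chromatin immunoprecipitation with sequencing (ChIP-seq) was carried out by the authors on zebrafish embryos of the AB strain at high-sphere stage, with antibodies against Smad2 and against Eomesa. Per the labels there were 6 libraries in 3 groups, with 2 reactions for each of Smad2, Eomesa and input, the input being whole chromatin that was not immunoprecipitated. Samples were grouped by the title in the labels.

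The authors mapped the reads to the Zv9 build with Bowtie, keeping reads with up to 2 places in the genome, and called peaks with MACS against the paired input. Peaks found in both independent reactions of a factor were kept, so that the deposited list holds 1 set of regions for each factor. The fifth column of each deposited list was the width of the region in bp at all 898 Smad2 and all 6378 Eomesa entries, and the lists carried no height, score or p-value. For Smad2, Eomesa and input the authors also deposited a coverage track, the signal written by MACS as the pileup of shifted tags at every 5 bp, not scaled to depth. The tracks hold 1 value per position for each group. Whether a track holds tags of both reactions is not stated, nor whether the input track is the input that was paired with Smad2, with Eomesa or with both.

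The length that each tag covers was measured from isolated runs of the signal at 1 tag. It was 132 bp in the Smad2 and input tracks and 38.9 bp in the Eomesa track, so the input track was made with the tag length of Smad2. Dividing the summed signal by this length gave an estimate of 12.6 M tags for Smad2, 12.3 M for Eomesa and 19.0 M for input (M, mega). The highest Eomesa value, 78, and the highest input value, 264, equalled the span of 2 tag lengths, which is what is left when at most 1 tag per position and strand is kept. Eomesa heights are therefore compressed near 78. Raw values of different tracks were not compared. Heights are given in tags or in RPM, which here means tags per M tags of their own track, and signals as multiples of the mean of their track over the 1412 Mb spanned by the tracks. Intervals over peaks or sites cover counting and sampling of sites, not variation between embryos.

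Peaks were intersected on their coordinates as deposited. A peak was called common when it shared at least 1 bp with a peak of the other factor, and lone otherwise. The number of Smad2 peaks overlapping Eomesa peaks was compared with 1000 random placements of the Smad2 peaks, each kept on its own sequence with its width, and tested one-sided. The same test was applied to lone Smad2 peaks with an Eomesa peak within 10 kb. Peak height was the highest value of the track within the peak. Heights of common and lone peaks were compared as medians of log2(height + 1) by a two-sided test with 100000 permutations over peaks. For lone peaks, the mean track of the other factor was compared with that of 10 random windows per peak, of equal width, on the same sequence and at least 1 kb from any peak, again with 100000 permutations. The relation of both signals across shared intervals was measured with Spearman's rho and Pearson's r of log2(height + 1), with permutation p-values. Peaks per chromosome were compared with chromosome length by a chi-square statistic against 100000 multinomial draws over 25 chromosomes, the length of a chromosome being its furthest covered base. Shares have 95% Wilson intervals, and ratios 95% intervals from 2000 bootstrap draws over peaks. The Benjamini-Hochberg adjustment was made over the 9 tests. Peaks and sites are not biological replicates, and the p-values refer to sites within these libraries.

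The tests, the groups and most alternatives were fixed before the data were examined. The alternatives covered the overlap that counts as shared, the random placement, the measure of height, division by or subtraction of input, the choice of background windows, width, unplaced sequences and stricter lists. Peaks were named by a rule fixed then as well, namely the peaks that the study took to ChIP-qPCR and the 3 tallest of each class. For common peaks the rank was the lower of both heights, each as a multiple of the genome-wide mean of its track. Common peaks carry the number of the shared interval in the order of the Smad2 list.

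The tests were checked on simulated data, which covers their computation and not whether their assumptions hold here. Random placements were drawn by the procedure that the test itself uses. Heights and signals were drawn as independent normal and gamma values, without the groups of neighbouring peaks in the real lists. For the overlap, 2 of 100 random placements of the 898 Smad2 peaks passed 0.05, and 203 shared peaks were found after 200 had been placed on Eomesa peaks. For the heights of common and lone Smad2 peaks, 1 of 100 runs on 898 simulated peaks without a difference passed 0.05, and a planted log2 difference of 0.5 was recovered as 0.49 on average. For the Eomesa signal at the 543 lone Smad2 peaks, 6 of 100 runs without a difference passed 0.05, and a planted difference of 0.3 was recovered as 0.292 on average. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used. The position of peaks relative to genes and the motifs under them were not analysed here, because no Zv9 genome or annotation was used here.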

Results

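Smad2 is the intracellular effector of Nodal signalling, and Eomesa is a zebrafish homologue of the T-box transcription factor Eomesodermin. Their binding was mapped by ChIP-seq in blastulas at high-sphere stage, with 2 reactions for Smad2, 2 for Eomesa and 2 for input chromatin. The data comprised 1 list of bound regions per factor, each made of regions found in both reactions, and 3 coverage tracks. The Smad2 track held 12.6 M tags and covered 51.0% of the genome spanned, the Eomesa track held 12.3 M tags and covered 15.5%, and the input track held 19.0 M tags and covered 54.8%. The lower coverage of the Eomesa track went with a tag length of 38.9 bp against 132 bp in the other tracks. As both reactions of a factor were merged in the lists and each group had 1 track, no error between replicates can be given for any value.

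There were 898 Smad2 peaks, of which 880 lay on chromosomes 1 to 25, and 6378 Eomesa peaks, of which 6215 lay on these chromosomes. Smad2 peaks had a median width of 308.5 bp with quartiles of 237 and 420 bp, and together spanned 304 kb. Eomesa peaks had a median width of 267 bp with quartiles of 162 and 381 bp, and spanned 1846 kb. Both lists held very narrow regions, with 37 Smad2 and 758 Eomesa peaks below 100 bp. Smad2 peaks held 0.24% of the tags of the Smad2 track and 0.0617% of the input tags. Eomesa peaks held 4.28% of the Eomesa tags and 0.402% of the input tags. The median height was 1.27 RPM (tags per M tags of the track) at Smad2 peaks and 1.13 RPM at Eomesa peaks. These heights rest on the tags estimated from the tracks and are not on the scale by which the study classed its peaks.

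The signal of each factor was set against input at its own peaks, after scaling each track to its genome-wide mean. At Smad2 peaks the Smad2 track averaged 10.2 times its mean and the input 2.60 times its mean, a ratio of 3.93 (95% bootstrap interval over peaks 3.79 to 4.07). At Eomesa peaks the Eomesa track averaged 25.7 times its mean and the input 2.75 times its mean, a ratio of 9.38 (9.18 to 9.58). The input track had the tag length of the Smad2 track, and whether it was the input paired with Eomesa is not stated, which bears on each Eomesa value set against input. Scaling to the median of background windows moved the Smad2 ratio most, to 3.22. Input was thus above its genome-wide mean at the peaks of both factors.

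The peaks that the study took to ChIP-qPCR were measured in all 3 tracks. RPM does not correct for tag length, which was 38.9 bp for Eomesa against 132 bp for Smad2 and input. Here and below, RPM heights of Eomesa can therefore not be ranked against those of Smad2 or input. Smad2_peak10, on chromosome 1 from 9312914 to 9313205 (Zv9), was a lone peak of 1.19 Smad2 RPM, with 0.405 Eomesa RPM and 0.526 input RPM. Smad2_peak793, on chromosome 7 from 54626226 to 54626912, and Smad2_peak796, on chromosome 7 from 54647492 to 54647803, were lone peaks of 2.15 and 3.18 Smad2 RPM. The lone Eomesa peaks of this set were Eomesa_peak2624 (chromosome 2, 7800421 to 7800911), Eomesa_peak3484 (chromosome 22, 27559936 to 27560260) and Eomesa_peak5571 (chromosome 7, 55568817 to 55569421). They reached 1.78, 2.51 and 1.95 Eomesa RPM, against 0.238, 0.238 and 0.318 Smad2 RPM. Common_peak54 (chromosome 13, 14830671 to 14831037) had 8.74 Smad2 and 2.11 Eomesa RPM, and Common_peak72 (chromosome 13, 54045509 to 54045875) had 3.10 Smad2 and 3.00 Eomesa RPM. Common_peak156 (chromosome 19, 30638520 to 30638892) had 4.69 Smad2 and 2.76 Eomesa RPM, and Common_peak187 (chromosome 20, 44305202 to 44305792) had 4.13 Smad2 and 3.08 Eomesa RPM. Input at these 4 common peaks lay between 0.263 and 0.789 RPM. The genes at these positions were not analysed here.

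Whether binding of Smad2 and Eomesa co-occurs was examined by intersecting both lists. Of the 898 Smad2 peaks, 355 (39.5%, 95% Wilson interval 36.4 to 42.8) shared at least 1 bp with an Eomesa peak and 543 were lone. Conversely, 359 of the 6378 Eomesa peaks (5.63%, 5.09 to 6.22) shared at least 1 bp with a Smad2 peak and 6019 were lone. Because 9 Smad2 peaks met more than 1 Eomesa peak, the shared stretches numbered 364, which is 40.5% of the number of Smad2 peaks. Random placement of the Smad2 peaks gave 2.71 overlapping peaks on average (SD 1.60 over 1000 shuffles) and at most 9. The observed number was 131 times the shuffled mean, with a one-sided p of 0.001, the smallest that 1000 shuffles can give (0.0011 after Benjamini-Hochberg adjustment over 9 tests). Random placement took no account of where chromatin gives more tags, and input was above its mean at the peaks of both factors. The ratio therefore does not separate joint binding from a shared preference for such chromatin. The choice that moved the share most was the set of Smad2 peaks, since 16.0% of the 449 lower ones and 63.0% of the 449 taller ones were common.

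The share of common peaks was followed across deciles of height. In the lowest decile of Smad2 peaks, 6 of 90 were common (6.67%, Wilson interval 3.09 to 13.8), and in the highest decile, 72 of 89 were common (80.9%, 71.5 to 87.7). The intervals of the lowest and highest deciles did not meet. Among Eomesa peaks the share rose from 11 of 638 (1.72%, 0.965 to 3.06) in the lowest decile to 107 of 637 (16.8%, 14.1 to 19.9) in the highest.

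**Figure D1:**
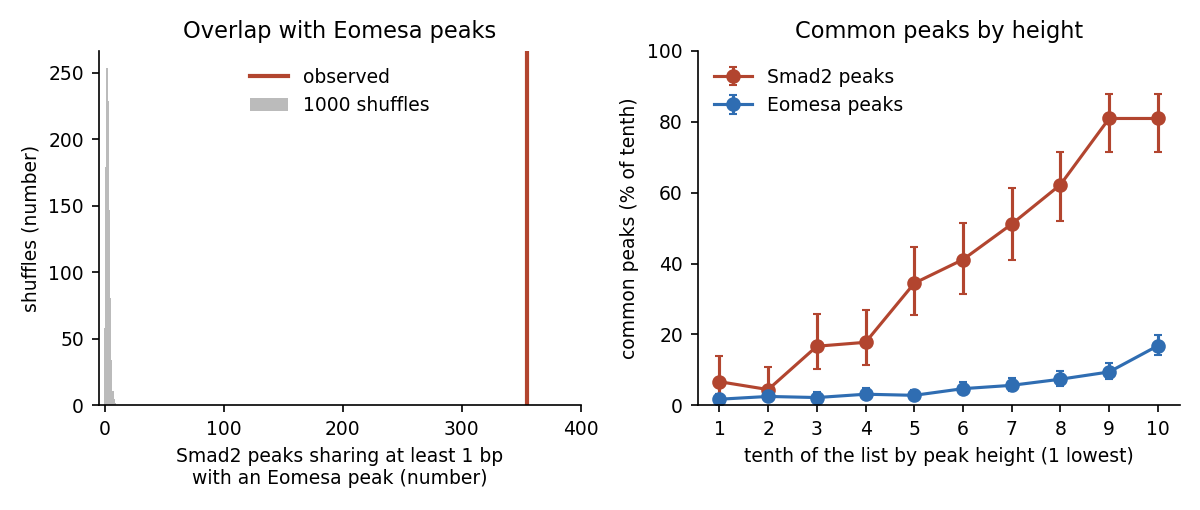
Left, number of Smad2 peaks that share at least 1 bp with an Eomesa peak in 1000 shuffles (grey bars, number of shuffles) and as observed (red line, 355 peaks). Right, percent of peaks that are common in each decile of peak height for Smad2 (red) and Eomesa (blue), with 95% Wilson intervals as bars, rising to 80.9% and 16.8% in the highest decile.

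Heights were then compared between common and lone peaks. The median Smad2 height was 26 tags (quartiles 18 and 36) at the 355 common peaks and 13 tags (11 and 17) at the 543 lone peaks, a difference of 0.95 on the log2(height + 1) scale. The median Eomesa height was 23 tags (15 and 38) at the 359 common Eomesa peaks and 14 tags (9 and 22) at the 6019 lone ones, a difference of 0.68 on this scale. Both differences had a two-sided permutation p of 1e-05, the smallest that 100000 permutations can give (2e-05 adjusted). Input was also higher at common than at lone Smad2 peaks, with medians of 9 and 7 tags, a log2 difference of 0.32 with the same p of 1e-05. After division by input the Smad2 difference was 0.49 and the Eomesa difference 0.48. Common peaks were wider than lone ones, with median widths of 378 and 274 bp for Smad2 and of 435 and 258 bp for Eomesa. Within quartiles of width the Smad2 difference was 0.62 (permutation p = 1e-05), while the Eomesa difference was 0.0496 (permutation p = 0.501) and could not be told from 0. Both are unweighted means over the quartiles, whatever the number of common peaks in each. The median width of common Eomesa peaks, 435 bp, lay above the upper quartile of that list, 381 bp. Quartiles with fewer common Eomesa peaks thus counted as much as the widest.

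**Figure D2:**
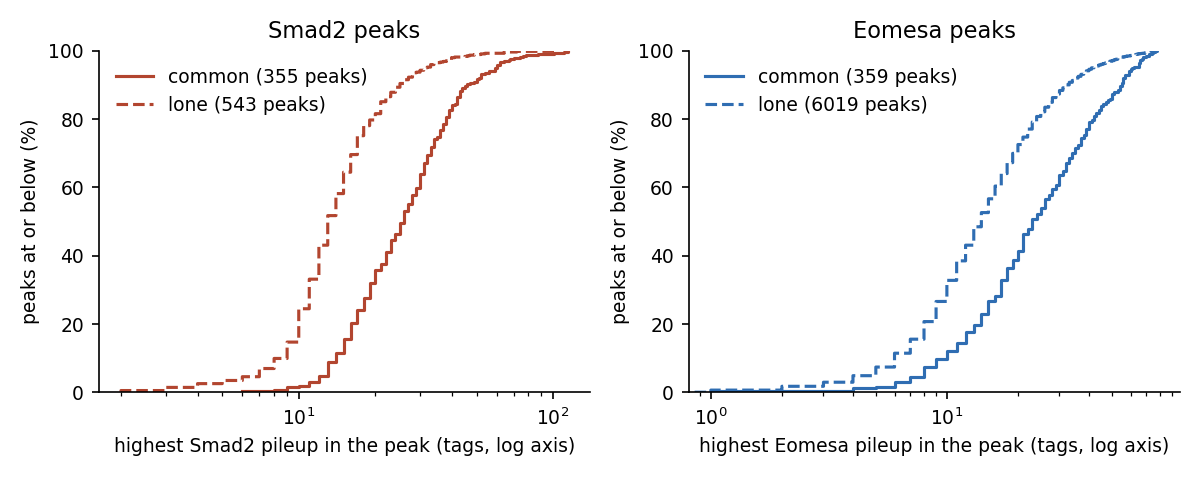
Cumulative percent of peaks at or below a given height, for Smad2 peaks (left, Smad2 pileup) and Eomesa peaks (right, Eomesa pileup), in tags on a log axis. Solid lines are common peaks and dashed lines are lone peaks, and the solid line lies to the right in both panels, with medians of 26 against 13 tags and of 23 against 14 tags.

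Across the 364 shared intervals, Smad2 and Eomesa heights rose together, with a Spearman's rho of 0.405 and a Pearson's r of 0.465 on the log2(height + 1) scale (each two-sided permutation p = 1e-05, the smallest possible). This is a correlation across sites, which are not independent replicates. Taking the input height into account lowered rho most, to 0.234 (p = 3e-05). Ranked by the lower of both heights, each as a multiple of the genome-wide mean of its track, the tallest common peaks were Common_peak105 (chromosome 15, 46180203 to 46180704), with 9.06 Smad2 and 5.27 Eomesa RPM, Common_peak323 (chromosome 7, 43054186 to 43054741), with 8.03 and 3.65 RPM, and Common_peak54. Ranking by the lower of both RPM values would give another order.

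It was next asked whether sites called for 1 factor carried signal of the other. The Eomesa track averaged 4.21 times its genome-wide mean at the 543 lone Smad2 peaks and 1.01 times this mean in 5430 background windows, a difference of 3.21 and a ratio of 4.18. At the same sites the input averaged 2.43 against 1.005, a ratio of 2.42. The Smad2 track averaged 3.86 times its mean at the 6019 lone Eomesa peaks and 0.985 times this mean in 60190 windows, a difference of 2.87 and a ratio of 3.91, while the input averaged 2.74 against 0.985, a ratio of 2.79. Both differences had a two-sided permutation p of 1e-05, the smallest possible, and subtraction of the scaled input lowered them most, to 1.78 and 1.11 (p = 1e-05 each). The Eomesa signal lay above the 95th percentile of background at 168 of 543 lone Smad2 peaks (30.9%, Wilson interval 27.2 to 34.9). The Smad2 signal lay above this level at 3288 of 6019 lone Eomesa peaks (54.6%, 53.4 to 55.9). For input the shares were 19.9% and 27.0%. The median lone Smad2 peak had 2.40 times the mean for Eomesa and 2.17 times for input. The mean Eomesa signal of 4.21 was thus raised by a part of these sites.

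**Figure D3:**
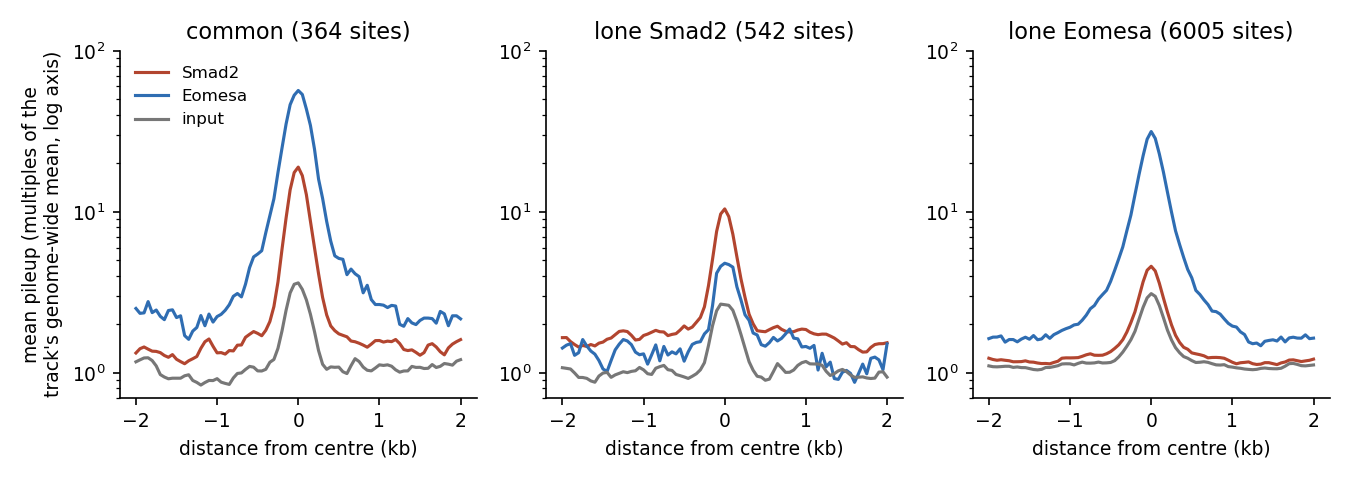
Mean pileup of the Smad2 (red), Eomesa (blue) and input (grey) tracks around 364 shared intervals, 542 lone Smad2 peaks and 6005 lone Eomesa peaks (6006 for the Smad2 track) far enough from sequence ends, as multiples of the genome-wide mean of each track on a log axis, against the distance from the centre in kb. At the centre of lone Smad2 peaks the Eomesa track reaches 4.79 and the input 2.65, and at the centre of lone Eomesa peaks the Smad2 track reaches 4.59 and the input 3.11.

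The tallest lone peaks were not free of other signal. Smad2_peak595 (chromosome 3, 10013522 to 10013916), with 8.18 Smad2 RPM, had 3.16 Eomesa RPM. Smad2_peak479 (chromosome 22, 41481375 to 41481715) and Smad2_peak329 (chromosome 19, 18442133 to 18442412) had 5.72 and 5.32 Smad2 RPM, with 0.892 and 2.03 Eomesa RPM. Input heights at these 3 peaks were 22, 19 and 31 tags, where the median over lone Smad2 peaks was 7 tags. The tallest lone Eomesa peaks, Eomesa_peak4406 (chromosome 3, 60429571 to 60431340), Eomesa_peak4447 (chromosome 4, 1016804 to 1018125) and Eomesa_peak5951 (chromosome 9, 2933108 to 2934145), were all at the highest value that the track reached, 78 tags or 6.32 RPM, and were ranked by their summed signal among the 13 Eomesa peaks at this value. Their input heights were 0.737, 2.16 and 3.21 RPM.

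Eomesa peaks near lone Smad2 peaks, without a shared base, were counted. Of 543 lone Smad2 peaks, 122 (22.5%, Wilson interval 19.2 to 26.2) had an Eomesa peak within 10 kb, compared with 7.59% after random placement, a ratio of 2.96 (one-sided permutation p = 0.001, the smallest possible, and 0.0011 adjusted). The share was 31.5% within 20 kb, against 14.0% after placement, and 13.6% when the taller Eomesa peaks alone were counted, against 4.12% after placement.

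Peaks were spread unevenly over the chromosomes. For Smad2 the chi-square over 25 chromosomes was 80.5 with 24 degrees of freedom (permutation p = 1e-05, the smallest possible), and for Eomesa it was 42.1 (permutation p = 0.0117, also after adjustment). Chromosome 25 had 54 Smad2 peaks where its length of 38.5 Mb predicted 24.97, whereas chromosome 4 had 22 where 40.3 were predicted. Eomesa peaks on these chromosomes numbered 171 where 176 were predicted and 260 where 284 were predicted. When peaks within 10 kb of each other were counted as 1, the chi-square fell to 34.6 (p = 0.0759) for Smad2 and to 33.7 (p = 0.092) for Eomesa, and neither passed 0.05. This took out 123 of the 880 Smad2 peaks, and random removal of as many left a chi-square of 72.7 on average and 52.2 at the lowest. No random removal was run for Eomesa, so its fall cannot be told from that of a smaller number of peaks. Input covered 42.1% of chromosome 4 and 55.6% of chromosome 25, so length may predict too many peaks on chromosome 4. With input-covered length in place of length, the chi-square was 72.4 for Smad2 (permutation p = 2e-05) and 45.8 for Eomesa (permutation p = 0.00514).

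**Figure D4:**
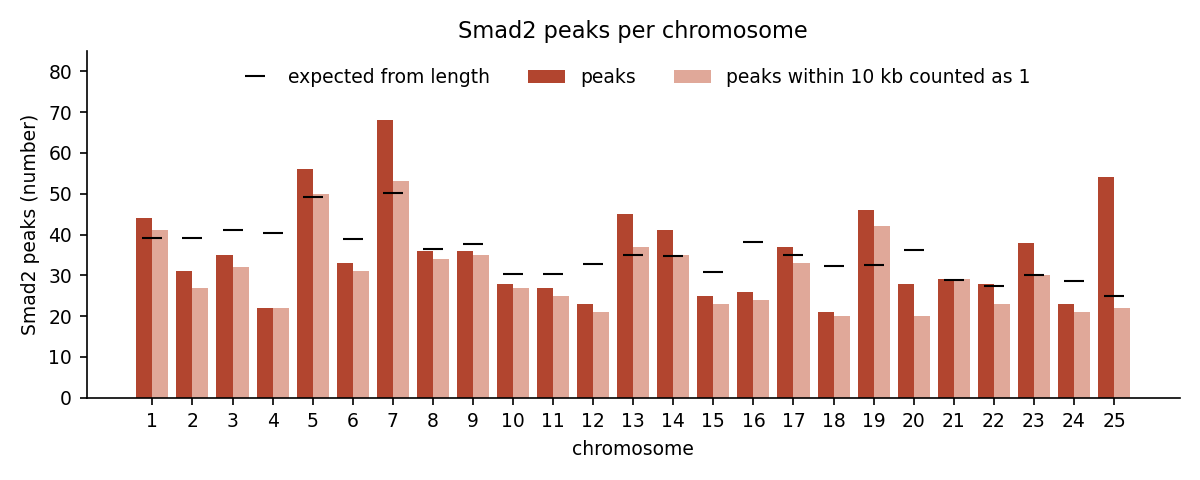
Number of Smad2 peaks on each of 25 chromosomes (dark bars), the number when peaks within 10 kb are counted as 1 (light bars) and the number expected from chromosome length (black ticks). Chromosome 25 had 54 peaks, 22 after counting neighbours as 1, and 24.97 expected.

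Lone Smad2 peaks formed 12 clusters of at least 3 peaks with gaps of at most 10 kb, a feature singled out after its values were seen. These held 56 of the 543 lone peaks, where random placement gave 0.049 on average and at most 6 (one-sided permutation p = 0.001, the smallest possible). Of these clusters 6 lay on chromosome 25 between 36105765 and 37404344, and they held 35 lone peaks. The clusters with 7 peaks extended over 21.2 kb from Smad2_peak557 to Smad2_peak563, over 6.47 kb from Smad2_peak577 to Smad2_peak583 and over 21.4 kb from Smad2_peak584 to Smad2_peak590. Chromosome 7 held 4 further clusters, with 5 peaks in that from 7241298 to 7256314. Median Smad2 heights of the clusters on chromosome 25 were 16 to 21 tags.

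**Figure D5:**
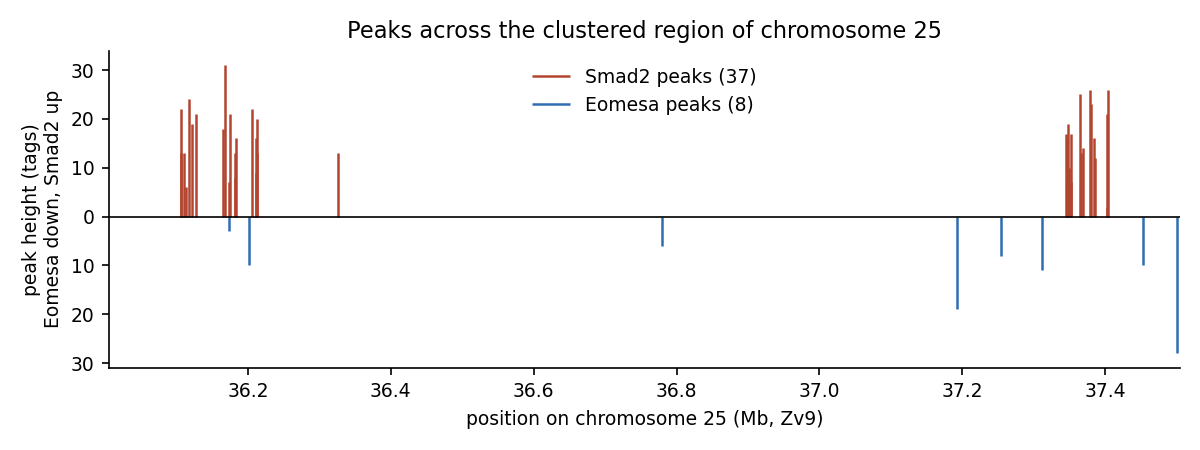
Position in Mb on chromosome 25 (Zv9) of each Smad2 peak (red, upwards) and Eomesa peak (blue, downwards) around the clustered region, with the height of each line giving the highest pileup of that factor in the peak in tags. The 35 clustered lone Smad2 peaks sit in narrow groups near both ends of the region.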

Values the study reported

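The study reported 898 regions bound by Smad2 and 6,378 regions bound by Eomesa. It reported that 41% (364/898) of the Smad2 regions were also bound by Eomesa. In its ChIP-qPCR on separate samples, most of the Smad2 peaks tried were enriched by 3.1 to 8.2 fold over an IgG control, and Smad2 peak 10 was not enriched.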

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

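The restriction to peaks of at least 100 bp, the restriction to the lower Smad2 peaks, the removal of sites near the highest Eomesa value and the merging of neighbouring or clustered peaks in the chromosome test were chosen after seeing the data. In all, 65 alternatives were computed over 14 results, and 59 kept their direction and their side of 0.05 or, for values with no test, stayed within the interval or within 1.5 times the count. None of the 65 reversed a direction.

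The overlap of Smad2 with Eomesa peaks kept a one-sided p of 0.001, the smallest possible, in every alternative run. The share lay between 16.0% for the lower Smad2 peaks and 63.0% for the taller ones, and was 40.5% for peaks of at least 100 bp. The ratio to shuffled peaks lay between 55.6 with edges within 500 bp and 196 with centres within 200 bp. It was 81.5 when peaks were moved by 10 to 100 kb and 107 when they were placed in windows with any input signal at all.

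Within quartiles of width, the Eomesa difference between common and lone peaks was 0.0496 (permutation p = 0.501), whereas its other alternatives ranged from 0.48 to 0.74 with a permutation p of 1e-05, the smallest possible. Width was not set independently of height, so the cause was not tested by this alternative. Merging peaks within 10 kb took the chi-square over chromosomes to 34.6 (p = 0.0759) for Smad2 and 33.7 (p = 0.092) for Eomesa. The smaller number of peaks lowers the statistic too, although random removal of as many Smad2 peaks left 72.7 on average. For Eomesa no such removal was run. With the clusters of lone Smad2 peaks alone counted as 1 each, the Smad2 value was 41.4 (permutation p = 0.0157). A limit at the median height left 449 Smad2 and 3189 Eomesa peaks by construction. Scaling to the median of background windows gave a Smad2 ratio over input of 3.22, and the cause was not tested. This alternative could not give a value for Eomesa, because the median of the Eomesa track in background windows was 0.

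No paired analysis was possible because the lists and tracks carry no replicate numbers, and for this reason no replicate was left out. Peaks near transcription start sites and motif content were planned and not run, as no Zv9 genome or annotation was used here. What depth limits was not tested by subsampling. The lowest Smad2 decile had a median height of 8 tags and the lowest Eomesa decile 5 tags, and the lists also held 37 Smad2 and 758 Eomesa peaks narrower than 100 bp, so low heights need not reflect depth. The upper end of the Eomesa heights is limited by the ceiling of 78 tags, which 13 peaks reached.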

Other observations

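The tests of the lower Smad2 peaks against Eomesa heights and against input, the use of the windows of fixed width, which were themselves set before, to weigh the width of Eomesa peaks, the comparison of clusters with random placement and the counting of clusters as 1 peak were chosen after the results they address were seen.

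Sites called for 1 factor carried signal of the other. If chromatin that gives more tags in every library were the whole cause, the input would rise as much as the ChIP. At lone Smad2 peaks the rise of mean Eomesa signal over background was 1.73 times that of input (95% bootstrap interval over sites 1.49 to 1.99). At lone Eomesa peaks the rise of mean Smad2 signal was 1.40 times that of input (1.38 to 1.43). Medians at lone Smad2 peaks lay closer, at 2.40 times the mean for Eomesa and 2.17 for input (0.164 and 0.573 in background windows). At lone Eomesa peaks the medians were 3.44 for Smad2 and 2.34 for input (0.663 and 0.563 in background windows). The peaks were called against input, which favours sites with little input, and the Eomesa track has shorter tags than the input track, so these ratios do not exclude an equal rise in all libraries. The input itself rose by 2.42 and 2.79 times at these sites, so a part of the signal is shared with input. It stays open whether an antibody that recognises neither factor would give a rise larger than that of input, since only input was used as control here. A candidate explanation is binding of the other factor below the threshold of the peak caller, which was not tested separately.

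Common Smad2 peaks were taller than lone ones. A greater width of common peaks would leave no difference within quartiles of width, but there the log2 difference was 0.62. More tags at common sites in every library would give an equal difference in input, and the log2 difference in input was 0.32 against 0.95 for Smad2. The value of 0.62 argues against width as the full account. The input value cannot exclude more tags in every library, because peaks were called against input, which favours sites with little input. Input took part in the difference. For Eomesa, more positions for a high value in wider peaks would leave no difference in windows of fixed width, and within 250 bp of the centre the log2 difference was 0.58. Yet it was 0.0496 as the unweighted mean over quartiles of width, so these values do not separate Eomesa height from width. Whether taller peaks were found more readily in both reactions cannot be seen in the merged lists. If so, the height at which each list stops may shape which peaks are common.

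The share of Smad2 peaks that were common rose with height, from 6.67% to 80.9%. If lower Smad2 peaks lay on Eomesa sites just missed by the caller, many would come near the lowest heights among called Eomesa peaks. The 10th percentile of these heights was 6 tags, and 38 of 377 lone peaks among the lower Smad2 peaks reached it (10.1%, Wilson interval 7.43 to 13.5), against 4.44% of background windows. Among the taller Smad2 peaks, 63 of 166 lone peaks reached it (38.0%, 30.9 to 45.5). Lone peaks are by definition sites with no Eomesa call, which keeps such shares low whatever the cause, so Eomesa binding below the calling threshold stays open at lower and taller peaks alike. The lower Smad2 peaks had 3.38 times the signal of input (bootstrap interval 3.24 to 3.54). As peaks were called against input, this value was set by the calling and cannot decide whether some of the lower peaks are chance calls. Smad2 binding without Eomesa at these sites also stays open and was not tested.

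The uneven spread of Smad2 peaks over chromosomes was set against their clustering. After peaks within 10 kb were counted as 1, the chi-square was 34.6 (p = 0.0759) against 80.5 before, and random removal of as many peaks, 123, left 72.7 on average. With each of the 12 clusters of lone peaks alone counted as 1, which took out 44 peaks, it was 41.4 (permutation p = 0.0157), where random removal left 77.6 on average and 64.5 at the lowest. These values are consistent with tight groups of peaks as a source of the unevenness, the clusters of lone peaks being a part of it and leaving a spread still past 0.05. Any count of genes or of terms near lone Smad2 peaks may weigh these 12 clusters heavily, since 56 of 543 lone peaks lay in them.

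The origin of the clusters was examined with the input. Repeated sequence that piles up tags in every library would raise input at clustered peaks. The input averaged 2.70 times its mean at 56 clustered and 2.35 times at 449 isolated lone peaks, a difference of 0.352 with a bootstrap interval of 0.0229 to 0.704 and a two-sided permutation p of 0.0788. These disagree about the threshold, so repeated sequence cannot be told apart from other sources. The Eomesa track averaged 3.13 times its mean at clustered and 4.09 times at isolated peaks (permutation p = 0.198). Reads with 2 places in the genome were kept, so near-identical copies could give peaks with the same pileup. Outside the clusters, Eomesa_peak1368 and Eomesa_peak1370 on chromosome 14 each had 34 Smad2, 32 Eomesa and 14 input tags. Eomesa_peak385 and Eomesa_peak386 on chromosome 10 each had 16, 22 and 11 tags. These are examples, and further pairs occur on chromosome 13. Eomesa_peak993 and Eomesa_peak994 each had 11, 30 and 9 tags, and Eomesa_peak1133 and Eomesa_peak1134 each had 11, 23 and 4. How many such pairs the lists hold was not counted, and their members entered all counts and tests as separate peaks. Of the 56 clustered peaks, 13 (23.2%) had another clustered peak whose input pileup over 600 bp correlated at 0.95 or more, and 1000 draws of isolated peaks gave 21.6% on average and 46.4% at most (one-sided p = 0.469). Isolated peaks thus often reached this correlation as well, and the measure was not tried on known copies, so such copies stay open as a source. Binding of Smad2 at many sites in these intervals stays open and was not tested here. The study took Smad2_peak793, in a cluster on chromosome 7, to ChIP-qPCR. Of the peaks it tried for Smad2, it reported only Smad2 peak 10 as not enriched. This bears on Smad2_peak793 and not on the other clustered peaks.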
